# Second Messenger Signaling in *Bacillus subtilis*: Accumulation of Cyclic di-AMP Inhibits Biofilm Formation

**DOI:** 10.3389/fmicb.2016.00804

**Published:** 2016-05-25

**Authors:** Jan Gundlach, Hermann Rath, Christina Herzberg, Ulrike Mäder, Jörg Stülke

**Keywords:** biofilm formation, c-di-AMP, phosphodiesterase, SinR, *Bacillus subtilis*

## Abstract

The Gram-positive model organism *Bacillus subtilis* produces the essential second messenger signaling nucleotide cyclic di-AMP. In *B. subtilis* and other bacteria, c-di-AMP has been implicated in diverse functions such as control of metabolism, cell division and cell wall synthesis, and potassium transport. To enhance our understanding of the multiple functions of this second messenger, we have studied the consequences of c-di-AMP accumulation at a global level by a transcriptome analysis. C-di-AMP accumulation affected the expression of about 700 genes, among them the two major operons required for biofilm formation. The expression of both operons was severely reduced both in the laboratory and a non-domesticated strain upon accumulation of c-di-AMP. In excellent agreement, the corresponding strain was unable to form complex colonies. In *B. subtilis*, the transcription factor SinR controls the expression of biofilm genes by binding to their promoter regions resulting in transcription repression. Inactivation of the *sinR* gene restored biofilm formation even at high intracellular c-di-AMP concentrations suggesting that the second messenger acts upstream of SinR in the signal transduction pathway. As c-di-AMP accumulation did not affect the intracellular levels of SinR, we conclude that the nucleotide affects the activity of SinR.

## Introduction

Many bacteria are able to choose between a variety of different lifestyles. Depending on the growth state, the Gram-positive soil bacterium *Bacillus subtilis* has a large repertoire of potential choices. Vegetatively growing cells may be either motile to explore their environment for nutrients or sessile in biofilms. In the transition between logarithmic growth and the stationary phase, *B. subtilis* may secrete extracellular enzymes to degrade polymeric nutrients (the miner activity) or become competent for the uptake of foreign DNA. Finally, if no other option is left, stationary phase cells may sporulate or exhibit cannibalistic behavior (López and Kolter, 2010). To make sure that only a single chosen pathway is activated, the genes encoding the factors for the different lifestyles need to be tightly controlled.

In *B. subtilis*, biofilm formation and motility are two mutually exclusive lifestyles, and the choice between them is regulated at the levels of protein activities and gene expression (Vlamakis et al., 2013). In biofilm forming cells, the EpsE biofilm protein acts like a molecular clutch that arrests flagellar rotation by separating the cytoplasmic FliG motor from the MotA–MotB stator (Blair et al., 2008). Regulation at the level of gene expression is achieved by the master regulator SinR that binds to the promoter regions of two major operons required for biofilm formation, the *tapA-sipW-tasA* operon and the 15 gene *epsA-O* operon (Chu et al., 2006). The former operon encodes the amyloid-like fiber protein TasA and the proteins required for its export and assembly (Romero et al., 2014). The *eps* operon encodes the enzymes for the synthesis of the extracellular polysaccharide matrix for the biofilm, most likely poly-*N*-acetylglucosamine (Roux et al., 2015). The DNA-binding activity of SinR, in turn, is governed by protein–protein interactions between SinR and two antagonist proteins, SinI and SlrR (Vlamakis et al., 2013). SlrR, on the other hand, represses the expression of motility and autolysin genes when forming the complex with SinR. Thus, the formation of the SlrR–SinR complex results in the expression of biofilm genes and in the repression of motility genes (Cozy et al., 2012). At low SlrR levels, free SinR can repress the biofilm genes, and the motility genes are expressed under these conditions (Chai et al., 2009). Thus, the expression of the two sets of genes is mutually exclusive (Vlamakis et al., 2013). So far, it is unknown whether the interactions between SinR and its antagonists are regulated by additional factors. The regulation of motility and biofilm formation by these subtle protein–protein interactions differs even between individual cells of a seemingly homogeneous population of growing cells: each cell has to make an individual choice (Lopez et al., 2009; Diethmaier et al., 2011). Mutants that result in homogeneity, i.e., uniform modes of biofilm and motility gene expression in a culture, are excellent tools to study the signaling upstream of the SinR master regulator. Very recently, even the expression of SinR was shown to be heterogeneous (Ogura, 2016). We have recently shown that the phosphodiesterase YmdB is required for heterogeneity and for the expression of biofilm genes; in a *ymdB* mutant all cells express exclusively the motility genes (Diethmaier et al., 2011).

In most organisms that choose between motile and sessile lifestyles, so-called second messengers are involved in the decision-making. In *Escherichia coli* and many other Gram-negative bacteria, cyclic di-GMP stimulates biofilm formation and inhibits motility (Hengge, 2009; Römling et al., 2013). In *B. subtilis*, c-di-GMP is also present; however, the molecule is not involved in the control of biofilm formation (Gao et al., 2013). In contrast to enteric bacteria, Gram-positive bacteria also possess the second messenger cyclic di-AMP. This nucleotide has been implicated in several cellular processes such as cell division and cell wall synthesis, potassium homeostasis, and metabolism (for review see Corrigan and Gründling, 2013; Commichau et al., 2015). In *B. subtilis*, this second messenger can be synthesized by three distinct diadenylate cyclases (CdaA, CdaS, and DisA) and degraded by two phosphodiesterases (GdpP and PgpH). Interestingly, c-di-AMP is essential for the growth of *B. subtilis*, but at high concentrations it becomes toxic (Mehne et al., 2013; Gundlach et al., 2015b). The search for targets of c-di-AMP in *B. subtilis* has identified a subunit of a potassium transporter, KtrC, a PII-like signaling protein, DarA, and a riboswitch that is also engaged in the regulation of the expression of a potassium transporter (Corrigan et al., 2013; Nelson et al., 2013; Gundlach et al., 2015a). Importantly, none of the known targets explains the essentiality and toxicity of c-di-AMP.

To improve our understanding of c-di-AMP-mediated signal transduction in *B. subtilis*, we have compared the global gene expression patterns of a wild type strain and a strain that accumulates c-di-AMP due to a deletion of the two phosphodiesterases. Our results indicate that accumulation of c-di-AMP inhibits biofilm formation, and that this second messenger seems to affect the activity of the SinR transcription factor.

## Materials and Methods

### *B. subtilis* Strains and Growth Conditions

The *B. subtilis* strains used in this work are listed in **Table 1**. They are derived from the laboratory wild type strain 168 or from the non-domesticated wild type strain NCIB3610. *B. subtilis* was grown in LB medium or in Spizizen minimal medium containing glucose and glutamate as sources of carbon and nitrogen, respectively (Commichau et al., 2008). The medium was supplemented with auxotrophic requirements (at 50 mg/l). SP, CSE, YT, and MSgg (Branda et al., 2001) plates were prepared by the addition of 17 g Bacto agar/l (Difco) to the medium. To transfer mutations into the background of the non-domesticated wild-type strain NCIB3610, SPP1-mediated phage transduction was used as described previously (Diethmaier et al., 2011). Transductants were selected on CSE glucose and YT plates containing tetracyclin (Tc 12.5 μg/ml), spectinomycin (Spc 150 μg/ml), or erythromycin plus lincomycin (Em 2 μg/ml and Lin 25 μg/ml).

**Table 1:** Bacterial strains used in this study.

Strain	Genotype	Reference
168	*trpC2*	Laboratory collection
8G5	Δ*sinR*::*tet*	O. Kuipers
NCIB3610	wild type	Laboratory collection
GP736	*trpC2*Δ*sinR*::*tet*	8G5 → 168
GP921	NCIB3610 Δ*ymdB* ::*spc*	Diethmaier et al., 2011
GP998	*trpC2* Δ*gdpP*::*spc*	Mehne et al., 2013
GP1562	NCIB3610 Δ*sinR::spc*	TMB079 → NCIB3610
GP1571	*trpC2* Δ*tasA*::*cat*	Laboratory collection
GP1586	NCIB3610 Δ*tasA*::*cat*	GP1571 → NCIB3610
GP2034	*trpC2*Δ*pgpH::ermC*	Gundlach et al., 2015b
GP2040	*trpC2*Δ*gdpP::spc*Δ*pgpH::ermC*	Gundlach et al., 2015b
GP2047	NCIB3610 Δg*dpP::spc*Δ*pgpH::ermC*Δ*sinR::tet*	GP736 → GP2164
GP2160	NCIB3610 Δg*dpP::spc*	GP998 → NCIB3610
GP2161	NCIB3610 Δ*pgpH*::*ermC*	GP2034 → NCIB3610
GP2164	NCIB3610 Δg*dpP::spc*Δ*pgpH::ermC*	GP2034 → GP2160
NRS2450	NCIB3610 Δ*epsA-O::tet*	Ostrowski et al., 2011
TMB079	*trpC2* Δ*sinR::spc*	Jordan et al., 2007

### Assays of Complex Colony Formation

For the analysis of colony architecture, *B. subtilis* strains were pre-cultured in LB to an OD_600_ of 0.6–0.8. Five microliter of this cell suspension were then spotted onto minimal MSgg 1.5% agar plates (Diethmaier et al., 2011) and incubated at 30°C for 3 days. The colonies were photographed using an Olympus SZX12 stereomicroscope.

### Determination of SinR Protein Expression by Western Blot Analysis

To monitor the amounts of the SinR protein, the strains were grown in Spizizen minimal medium with glutamate and harvested in the logarithmic phase of growth (OD_600_ of 0.5). The cells were disrupted using a French press and 20 μg crude extract of each culture were loaded on a 15% sodium dodecyl sulfate-polyacrylamide gel. Following electrophoresis, the proteins were transferred onto polyvinylidene difluoride (PVDF) membranes (Bio-Rad) by electroblotting. Rabbit anti-SinR polyclonal antibodies served as primary antibodies. They were visualized by using anti-rabbit immunoglobulin alkaline phosphatase secondary antibodies (Promega) and the CDP-Star detection system (Roche Diagnostics), as described previously (Schmalisch et al., 2002).

### Transcriptome Analysis

Cells were grown in Spizizen minimal medium. Samples of wild type and *gdpP pgpH* mutant strains were harvested by centrifugation (10.397 × *g*, 1 min, 4°C) at mid exponential phase (OD_600_ of 0.5). A total of three independent biological replicates were included. The pellets were frozen immediately in liquid nitrogen and stored at -80°C.

RNA was isolated as described previously (Eymann et al., 2002; Nicolas et al., 2012). The quality of the RNA preparations was assessed by means of an Agilent 2100 Bioanalyzer according to the manufacturer’s instructions. Five microgram of total RNA were subjected to cDNA synthesis.

Synthesis and fluorescence labeling of cDNA followed a strand-specific method using the FairPlay III Microarray Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) and actinomycin D (Calbiochem; Mäder and Nicolas, 2012). The individual samples were labeled with Cy5 and a reference pool containing equal amounts of RNA from each sample was labeled with Cy3. 100 ng of Cy5-labeled cDNA and 100 ng of Cy3-labeled cDNA were hybridized together to the microarray following Agilent’s hybridization, washing and scanning protocol (Two-Color Microarray-based Gene Expression Analysis, version 5.5). Data were extracted and processed using the Feature Extraction software (version 10.5). For each gene, the median of the individual probe ratios was calculated. Based on the common reference approach, these values represent relative gene expression levels of a given sample.

For statistical analysis, Genedata Analyst software (Genedata AG, Switzerland) was used. Genes with an FDR (false discovery rate) adjusted *P*-value less than 0.05 and at least 2.5-fold difference in expression levels between wild type and *gdpP pgpH* mutant were considered significantly affected.

### Real Time Quantitative Reverse Transcription PCR

For qRT-PCR, RNA isolation was performed as described above. cDNAs were synthesized using the One-Step RT-PCR kit (Bio-Rad) as described (Diethmaier et al., 2011). qRT-PCR was carried out on the iCycler instrument (Bio-Rad) following the manufacturer’s recommended protocol by using primer pairs for the analysis of *ptsH*, *epsA*, *tapA*, and *slrR* expression (for primer sequences see Supplementary Table S1 of Diethmaier et al., 2011). Data analysis and the calculation of expression ratios as fold changes were performed as described (Diethmaier et al., 2011). qRT-PCR experiments were performed in triplicate.

## Results

### Transcriptome Analysis of a Strain Accumulating c-di-AMP

To study the impact of cyclic di-AMP on the physiology of *B. subtilis* at a global level, we compared the transcriptomes of wild type strain 168 and strain GP2040 lacking both c-di-AMP specific phosphodiesterases (GdpP and PgpH). In a previous study, we have shown that this strain accumulates c-di-AMP, and that this accumulation is most significant when the cells were grown in minimal medium containing glutamate as the only source of nitrogen (2.5-fold accumulation; Gundlach et al., 2015b). Therefore, the bacteria were cultivated in Spizizen minimal medium with glutamate, and the RNA was extracted and analyzed.

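The arrays compared the domesticated laboratory wild type of *B. subtilis* with strain GP2040, in which *gdpP* and *pgpH* are replaced by resistance genes so that neither enzyme that specifically degrades c-di-AMP is made. Cells of 3 independent cultures of each strain were harvested in mid exponential phase at an OD600 of 0.5. RNA of each culture was copied into Cy5-labeled cDNA by a strand-specific method and hybridized together with a Cy3-labeled pool of equal amounts of all 6 RNAs, so that each array gives the level of every transcript relative to the same pool. The 6 arrays carried 43735 probes for 4284 genes, with a median of 9 probes per gene, and for 1571 further RNA segments. From 90.0% to 94.1% of the probes were well above background in the Cy5 channel of the wild type arrays and 86.9% to 91.6% in that of the mutant arrays, and no spot was saturated. The authors extracted the spot intensities, corrected them for background and dye and took ratios with Feature Extraction, version 10.5 in the methods and a later one in the headers of the deposited scanner files. From these files, control spots and spots marked as outliers were left out, the log10 ratios were turned into log2, and the median over the probes of a gene was taken, with no scaling between arrays. The strains were compared with limma's moderated test over the 4284 genes. A gene was called higher or lower in the mutant at the thresholds of the methods, an adjusted p under 0.05 and a difference of at least 2.5-fold. The adjustment here was that of Benjamini and Hochberg, while the methods speak only of a false discovery rate. Because the pool holds the RNA of both strains, a gene high in one strain lies above the pool there and below it in the other. Over all genes, arrays of different strains correlated at r from -0.74 to -0.22, mutant arrays at 0.977 to 0.984 and wild type arrays at 0.45 to 0.94, the lower values being those of wild type replicate 3. The arrays lay on 2 slides. Slide 1 held replicates 1 and 2 of both strains and slide 2 replicate 3 of both, so that each comparison could also be made within a slide. The number of arrays, 3 per strain, limits the precision of every value.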

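The deleted genes served as a check of the strains in every culture. *pgpH* (BSU25330) lay at a log2 ratio to the pool of 0.87 to 1.03 in the 3 wild type cultures and -5.92 to -5.10 in the 3 cultures of the *gdpP pgpH* mutant, where its signal was under the lowest signals well above background, so that it is given as at least 38.7-fold lower in the mutant (adjusted p = 2.88e-05 from limma's moderated test). *gdpP* (BSU40510, *yybT* in older annotation) lay at 0.73 to 1.09 in the wild type and -4.07 to -3.88 in the mutant, 29.2-fold lower (log2 fold change -4.87, standard error 0.11, adjusted p = 6.64e-06). Within slides 1 and 2 the fitted log2 changes were -6.71 and -6.14 for *pgpH* and -4.81 and -4.97 for *gdpP*. With normexp and loess the fitted reductions were 27.4-fold and 13.4-fold, so the bound for *pgpH* holds only for the processing it was computed from. In all, 689 of 4284 genes differed between the strains, 215 with higher and 474 with lower levels in the mutant. The larger changes were reductions, among them that of *cotG*, which encodes a spore coat protein, whereas the largest increase was that of *bmrC*, a transporter gene. Of all 4284 genes, 3118 (72.8%) had no overlap between the values of the 3 mutant and the 3 wild type arrays, which chance gives for 10% of genes in such a comparison. Without the fold threshold, 2813 genes passed the adjusted p alone. Genes of the ribosome (53 genes of ribosomal proteins, median log2 fold change -0.02, camera adjusted p = 0.286) were not among the genes called by limma (0 adjusted over the list alone), and 8 of them had an unadjusted p under 0.05. With the slide as a block, 691 genes were called, 215 higher and 476 lower. Within slide 2, 164 of the higher and 375 of the lower genes differed by at least 2.5-fold. The number of higher genes was 123 when the background was corrected by normexp and the ratios were normalized by loess, while 429 were lower.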

The microarray analyses revealed that the levels of about 700 mRNAs were changed by the accumulation of c-di-AMP due to the deletion of the phosphodiesterase genes. Amongst the genes with most strongly increased expression levels, i e., more than 10-fold, were the *sunA* gene encoding the sublancin A precursor, and the *bmrCD* operon encoding a multidrug transporter. 

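*bmrC* (BSU09710) and *bmrD* (BSU09720), the 2 genes of the multidrug transporter, were 22.6-fold and 18.4-fold higher in the mutant. Their log2 ratios to the pool were -3.61 ± 0.13 and -3.35 ± 0.15 in the wild type and 0.89 ± 0.022 and 0.85 ± 0.031 in the mutant (mean ± SD, n = 3 cultures each). The difference was 4.50 on the log2 scale for *bmrC* (standard error 0.078, adjusted p = 3.76e-06 from limma) and 4.20 for *bmrD* (standard error 0.086, adjusted p = 4.56e-06), with 4.47 and 4.12 within slide 1 and 4.55 and 4.37 within slide 2. *sunA* (BSU21480), the sublancin precursor gene of the SPβ prophage, was 11.4-fold higher (log2 fold change 3.51, standard error 0.16, adjusted p = 8.42e-05, 3.71 within slide 1 and 3.12 within slide 2), a value that rests on 1 probe. The genes next to it for the transport and modification of sublancin rose as well: *sunT* by a log2 fold change of 2.30, *sunS* by 2.32, *bdbA* by 2.34 and *bdbB* by 2.35. These 4 and *sunA*, together with *sboA* for subtilosin (2.06), are the 6 higher genes of 37 on a list of bacteriocin and cannibalism genes, of which *yitM*, *yitO* and *yitP* were lower, by 7.93-fold, at least 4.21-fold and at least 4.43-fold (6 higher and 3 lower adjusted over the list alone). The list as a whole was not shifted (adjusted p = 0.916 from camera, limma's gene set test). In total, 5 genes had a fitted increase of at least 10-fold, *bmrC*, *bmrD*, *sunA*, *yrzI* at 19.7-fold and *oxdC* for oxalate decarboxylase at 10.4-fold. The wild type signal of *yvrJ* was under the lowest signals well above background. Its bound was at least 13.9-fold higher, beside a fitted log2 fold change of 3.01. The other genes among the 10 with the largest fitted increase were *yqfG*, *sigO*, *dgkA*, *rsoA* and *yomK*, between 8.17-fold and 9.92-fold. *yqfG* and *dgkA* lie directly downstream of *pgpH* on the same strand, and a resistance gene replaces *pgpH* in the mutant. A local effect of this replacement cannot be told apart from one of c-di-AMP. All 5 genes on the list for the alternative sigma factor SigO and oxalate decarboxylase were higher (5 adjusted over the list alone), *oxdC*, *sigO*, *rsoA*, *yvrJ* and *yvrL*, the last at 1.57 (camera adjusted p = 0.00671, adjusted p = 0.406 with an estimated correlation). Of 18 genes for multidrug transport and the response to antibiotics that target the ribosome, 7 were higher and none lower (7 adjusted over the list alone). Beside *bmrC* and *bmrD* these were *vmlR* at 2.23, *ykkD* at 1.51, *ebrB* at 1.46, *ebrA* at 1.44 and *mta* at 1.33 (camera adjusted p = 0.00153, adjusted p = 0.406 with an estimated correlation). Both lists were written with Table S1 at hand, which holds calls from the same arrays, so these counts and list tests are not independent evidence. All mutant cultures and no wild type culture carry the resistance genes *spc* and *ermC*. An effect of these markers on genes of the multidrug list cannot be told apart from one of c-di-AMP. With normexp and loess the multidrug list had 3 higher genes and the SigO list 4, and the increases of *sigO* and *rsoA* were 4.20-fold and 3.30-fold in place of 9.24-fold and 8.48-fold.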

Most genes that respond with a strong reduction of their expression to c-di-AMP accumulation are mother-cell sporulation genes that depend on the sporulation-specific sigma factors SigE and SigK. 

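Sporulation genes of the mother cell were lower in the mutant almost throughout. Of 59 genes on a list for SigE, the early sigma factor of the mother cell, 56 were lower and none was higher (56 adjusted over the list alone), with a median log2 fold change of -3.66. Of 54 genes on a list for SigK, the late one, 49 were lower and none was higher (49 adjusted over the list alone), with a median of -3.43. The paper names SigE and SigK from the same arrays, so these counts are not independent evidence. Among the genes with a probe above background in both strains, the 10 with the largest fitted decrease were *cotG*, *gerQ*, *spoVIF*, *cgeA*, *cotJB*, *cotX*, *spoVID*, *spoIIID*, *ysxE* and *cotV*, most of them genes of the spore coat. The mean signal of all 10 in the mutant was under the lowest signals well above background, so they have no exact fold and no order among them. *cotG* (BSU36070) was at least 502-fold lower (adjusted p = 5.12e-05 from limma), *gerQ* at least 204-fold (adjusted p = 1.57e-04) and *spoIIID*, which encodes a regulator of mother-cell transcription, at least 147-fold (adjusted p = 2.30e-04), and the coat gene *cotJA*, with no probe well above background in the mutant, was at least 143-fold lower. The genes of the sigma factors themselves, *sigE* and *sigK*, had log2 fold changes of -3.17 and -3.31 (adjusted p = 3.32e-04 and 9.32e-04). On the SigE list *spoVE*, *yabQ* and *yabP* were not called (-0.42, 0.30 and 0.44), nor were *cotM*, *gerE*, *cotQ*, *cotA* and *cgeE* on the SigK list (-1.68, -1.30, -1.02, -0.90 and 1.22). Forespore genes were lower too. Of 21 genes on a list for SigF, 16 were lower with a median over the list of -2.36, *ytfJ* and *spoIIQ* the most at -3.78 and -3.45, and of 42 genes on a list for SigG, 31 were lower with a median of -2.72, among them *sspB* at -5.09 and *sspO*, at least 19.4-fold lower, for small acid-soluble spore proteins (16 and 31 adjusted over the list alone). On the SigF list *katX* (-1.26), *csfB* (-0.27), *bofC* (-0.09), *spoIIR* (0.56) and *pbpF* (0.59) were not called. Together, 105 of 113 mother-cell and 47 of 63 forespore genes on these lists were lower, with medians of -3.50 and -2.54. In the mutant, 53 mother-cell and 18 forespore genes were under the lowest signals well above background. With these set to their bound, the 2 medians were -3.06 and -2.39, and those of the SigE, SigK, SigF and SigG lists -3.06, -3.08, -2.29 and -2.64. The 4 lists were shifted down by camera with adjusted p = 1.84e-20 for SigE, 1.29e-17 for SigK, 1.52e-06 for SigF and 2.17e-12 for SigG. With an estimated correlation none of the 4 shifts passed (adjusted p = 0.406 with an estimated correlation for each). With the slide as a block the adjusted p was 5.35e-20, 1.27e-17, 1.13e-06 and 5.24e-13. The medians of the SigE, SigK, SigF and SigG lists were -4.04, -4.07, -2.51 and -3.19 within slide 1 and -2.89, -2.41, -1.96 and -1.79 within slide 2. Wild type replicate 3 held lower levels of these genes than the mean of wild type replicates 1 and 2, by medians of -0.85 for SigE, -1.06 for SigK, -0.78 for SigF and -1.21 for SigG on the log2 scale, and still lay above every mutant culture in all 4 list medians. Without wild type replicate 3, the SigE, SigK, SigF and SigG lists had 56, 51, 17 and 32 lower genes. Among the 185 genes with a fitted reduction of at least 10-fold, 62 (33.5%) are on the SigE or SigK lists (Fisher's exact test over all genes, two-sided p = 3.64e-58), 16 are on the SigF or SigG lists (p = 4.73e-09) and 107 are on none of the 4 lists, which hold only part of each regulon. All 4 lists were written after reading Table S1, which holds calls and regulators from the same arrays. Fisher's test also counts genes of 1 operon as independent. The p-values of camera and of Fisher's test are therefore not independent evidence. Of the 185, 104 had a mean signal in the mutant under the lowest signals well above background. With such genes at their bound 151 genes were at least 10-fold lower, 50 of them on the SigE or SigK lists and 13 on the SigF or SigG lists. Of the 115 whose fold change stands in Table S1, 75 (65.2%) carry SigE or SigK in the regulator column of the paper's table and 28 carry SigF or SigG without these. With normexp and loess, which lowers the fold of dim genes, the medians of the SigE and SigK lists were -2.45 and -2.59. The fitted reductions of *cotG*, *gerQ* and *spoIIID* were then 295-fold, 133-fold and 65.3-fold, below their bounds, which thus depend on the processing. With this setting 36 genes of the mother-cell lists were at least 10-fold lower.

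**Figure D1:**
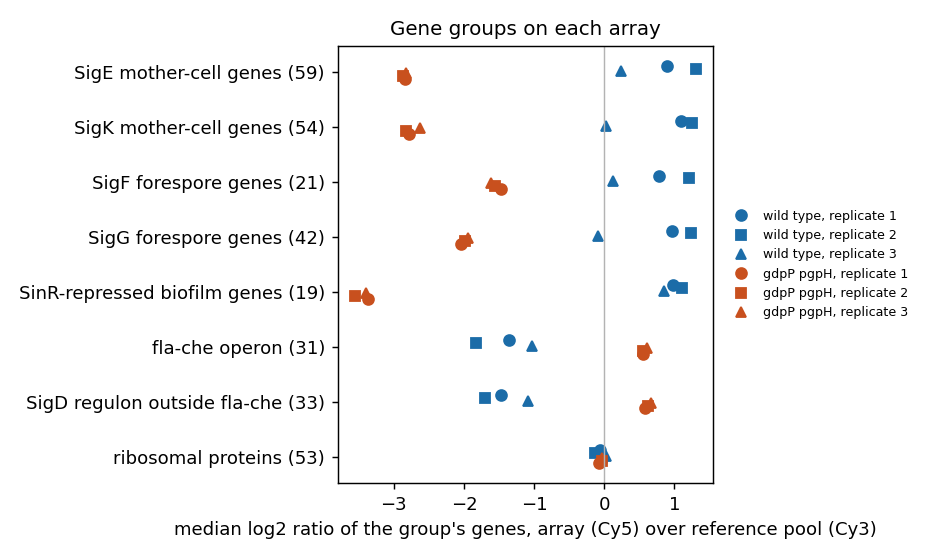
Median log2 ratio of each array (Cy5) to the reference pool (Cy3) over the genes of 8 groups, with the number of genes in brackets, each point being 1 array, blue for the wild type and orange for the *gdpP pgpH* mutant. The mother-cell and forespore groups lie below 0 in all mutant arrays, and wild type replicate 3 lies below the other wild type arrays there.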

Strikingly, the *tapA-sipW-tasA* and *epsA-O* biofilm operons as well as the *slrR* gene exhibit a strongly reduced expression upon c-di-AMP accumulation. 

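All 19 genes of these transcription units were lower in the mutant (19 adjusted over the list alone), with a median log2 fold change of -4.44 and no overlap between the cultures of the 2 strains. The paper names these genes from the same arrays, so neither their count nor the test of the list is independent evidence of the direction. *tasA* (BSU24620), the gene of the major amyloid fiber protein of the biofilm matrix, fell 64.2-fold. Its log2 ratio to the pool was 0.86 ± 0.16 in the wild type and -5.15 ± 0.12 in the mutant (mean ± SD, n = 3 cultures each; log2 fold change -6.00, standard error 0.11, adjusted p = 3.76e-06 from limma's moderated test). *sipW* (BSU24630), for the signal peptidase that processes TasA and TapA, was 39.6-fold lower (log2 fold change -5.31, standard error 0.10, adjusted p = 3.76e-06), and *tapA* (BSU24640), the first gene of the operon, was 32.0-fold lower (log2 fold change -5.00, standard error 0.079, adjusted p = 3.76e-06). In the *epsA-O* operon for the matrix exopolysaccharide, *epsA* (BSU34370) changed most, by -4.97 (standard error 0.12, adjusted p = 8.18e-06), and *epsC* least, by -3.62 (standard error 0.077, adjusted p = 4.81e-06), that is, 31.4-fold and 12.3-fold. The other 13 genes of the operon lay between -3.93 for *epsE* and -4.80 for *epsB*. *slrR* (BSU34380), the gene of a regulator that acts with SinR, was 16.0-fold lower (standard error 0.10 on the log2 scale, adjusted p = 1.09e-05). The cultures of 1 strain differed little in these genes. Wild type replicate 3 differed from the mean of the other wild type cultures by a median of -0.20, and without it all 19 genes were lower. The median of the list was -4.50 within slide 1 and -4.31 within slide 2, and the within-slide values were -5.11 and -4.80 for *tapA*, -5.02 and -4.87 for *epsA*, and -4.02 and -3.95 for *slrR*. The list was shifted down with camera's adjusted p = 1.29e-17 (4.11e-16 with the slide as a block), and with adjusted p = 0.406 with an estimated correlation. With normexp and loess, the reductions of *tapA* and *slrR* were 17.8-fold and 9.07-fold.

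**Figure D2:**
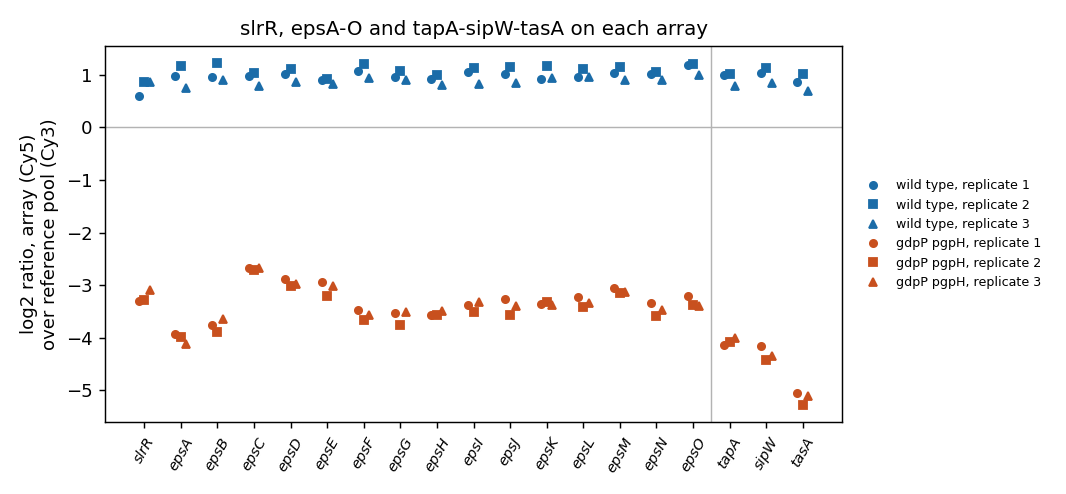
Log2 ratio of each array (Cy5) to the reference pool (Cy3) for *slrR*, the 15 genes of *epsA-O* and the 3 genes of *tapA-sipW-tasA*, which stand right of the vertical line, each point being 1 array, blue for the wild type and orange for the *gdpP pgpH* mutant. For each gene the 3 wild type arrays lie above 0 and the 3 mutant arrays below it.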

A complete list of the mRNAs affected by the loss of c-di-AMP degrading phosphodiesterases is provided in the GEO database (accession number GSE78108) (see also **Supplementary Table S1**).

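Table S1 of the paper lists single genes and operons, and an operon's row carries the fold change of 1 of its genes. Each of its 456 rows was matched to a gene measured on the arrays, 129 with higher and 327 with lower expression in the mutant. Among the higher ones are *yocH* for a cell wall hydrolase of the WalR regulon, 5.03-fold, *epr* for a protease, 5.13-fold, and the genes *rocG* and *rocA* of arginine and glutamate breakdown, 2.92-fold and 2.56-fold. Among the lower ones are *glnH* of the glutamine transporter operon, at least 45.9-fold (24.4-fold with normexp and loess), *gapB* and *pckA*, the gluconeogenic genes, 5.26-fold and 5.07-fold, and *cdaS*, the sporulation-specific diadenylate cyclase gene, at least 2.79-fold. Of the 456 genes, 452 were called here in the direction of the table. The others, *pucD* at 2.48-fold lower and *yxbC*, *xkdU* and *yxeM* at 2.498-fold, 2.497-fold and 2.46-fold higher, lay under 2.5-fold with adjusted p of 0.00101, 2.88e-04, 2.31e-04 and 0.00642 from limma, and were picked out after their values were seen. The fold changes of 455 rows lay within 1.5 times of those computed here. The calls of *rocA*, *rocG* and *cdaS* depend on the processing, since with normexp and loess their fold changes were 1.57-fold and 1.64-fold higher and 2.10-fold lower. The call of *rocA* was also lost with median centring and without wild type replicate 2. The change of *cdaS* was -2.42 within slide 1 and -1.14 within slide 2 on the log2 scale.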

It has been observed previously that the expression of the SinR-controlled biofilm regulon and the SigD-dependent motility regulon are mutually exclusive (Cozy et al., 2012; Diethmaier et al., 2014). Indeed, many genes that are under the control of SigD are more strongly expressed in the strain accumulating c-di-AMP (about three- to sevenfold elevated expression). 

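The *fla-che* operon, which encodes the basal body, hook and chemotaxis proteins of the flagellum, rose almost as 1 unit. Of its 31 genes, 30 were higher in the mutant and none was lower (30 adjusted over the list alone), with a median log2 fold change of 2.04. *flgD* and *fliK* rose most, 4.89-fold (log2 fold change 2.29, standard error 0.18, adjusted p = 2.95e-04 from limma) and 4.65-fold (log2 fold change 2.22, standard error 0.21, adjusted p = 4.98e-04). *sigD* itself, near the end of the operon, was 2.89-fold higher (log2 fold change 1.53, standard error 0.19, adjusted p = 0.00126), and *swrB*, the last gene, did not reach 2.5-fold at a log2 fold change of 1.15. Of 33 genes on a list of the SigD regulon outside this operon, 32 were higher and none was lower (32 adjusted over the list alone), with a median of 1.99. The largest increases were those of *yjfB*, 7.43-fold, and of *tlpA*, which encodes a chemoreceptor, 6.94-fold, whereas *yvyF* had a log2 fold change of 1.07 and was not called. The paper names SigD from the same arrays, so these counts and the tests of the 2 lists are not independent evidence. Of the 64 genes on the 2 lists, 54 were between 3-fold and 7-fold higher. Both lists were shifted up by camera, with adjusted p = 3.95e-08 for *fla-che* and 7.79e-10 for the rest of the regulon, and lost this with an estimated correlation (adjusted p = 0.481 with an estimated correlation for *fla-che* and 0.406 for the rest). With the slide as a block the adjusted p was 3.96e-08 and 5.63e-10. The medians of *fla-che* and of the rest were 2.18 and 2.13 within slide 1 and 1.65 and 1.70 within slide 2. Wild type replicate 3 had higher levels than the mean of the other wild type cultures, by medians of 0.62 and 0.57, and without it 30 and 32 genes were higher. The paper sets the higher levels of the SigD-dependent genes beside the lower levels of the SinR-controlled biofilm genes and reads both through the earlier observation that the biofilm and motility regulons exclude each other.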

Expression of the *hag* gene encoding flagellin was increased fivefold in the absence of c-di-AMP degradation.

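*hag* (BSU35360) was higher in every mutant culture than in every wild type culture. Its log2 ratio to the pool was -1.47 ± 0.37 in the wild type and 0.78 ± 0.062 in the mutant (mean ± SD, n = 3 cultures each), a 4.78-fold increase over 8 probes (log2 fold change 2.26, standard error 0.19, adjusted p = 3.57e-04 from limma's moderated test). The increase was 2.44 on the log2 scale within slide 1 and 1.90 within slide 2, where wild type replicate 3 had the highest level of the wild type cultures at -1.08. The adjusted p was 5.28e-04 with the slide as a block.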

In order to verify the role of the c-di-AMP degrading phosphodiesterases in the control of biofilm genes, we determined the expression of representative genes by real-time quantitative reverse transcription PCR (qRT-PCR). Specifically, we tested *epsA* and *tapA* as the promoter-proximal genes of their operons as well as the *slrR* gene. Since the laboratory strain 168 is deficient for biofilm formation, we introduced all mutations into the background of the non-domesticated strain *B. subtilis* NCIB3610. To exclude any non-specificity of our assay system, we used the *ptsH* gene that is expressed under all conditions (Nicolas et al., 2012) as a control. Expression of this gene was not significantly affected by the mutations. As shown in **Figure 1**, the individual deletions of either phosphodiesterase gene did not affect the expression of the biofilm genes. In contrast the *gdpP pgpH* double mutant exhibited strongly reduced expression of all biofilm operons, thus confirming the results obtained in the transcriptome analysis.

**FIGURE 1:**
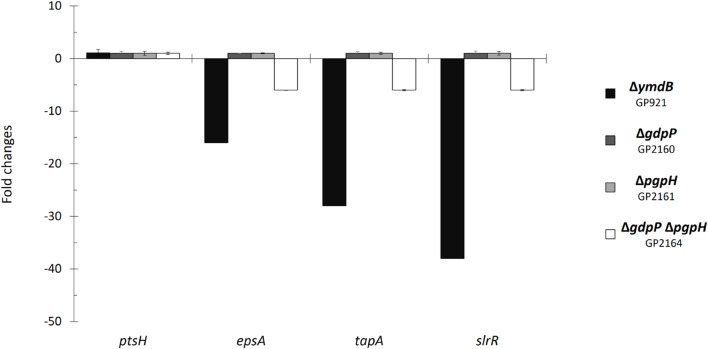
**Control of biofilm genes by c-di-AMP accumulation.** Fold changes in expression of *ptsH*, *epsA*, *tapA*, and *slrR* were investigated in the indicated mutant strains. The strains were grown in minimal medium supplemented with glutamate. RNA was purified from each strain, and quantitative RT-PCR was performed using primer sets specific to the indicated genes. Gene expression in the wild type strain NCIB3610 was set “1”. *ptsH* was used as a control. Errors bars represent the standard deviations of three replicates.

### c-di-AMP Exerts Its Effect on Biofilm Formation via the Transcription Factor SinR

The results presented above indicate that the accumulation of c-di-AMP may result in a defect in biofilm formation. To test this hypothesis, we tested the formation of complex colonies for a set of isogenic mutants that are all derived from the non-domesticated strain NCIB3610 (see **Figure 2**). In good agreement with previous observations (Kearns and Losick, 2005; Diethmaier et al., 2011), the wild type strain exhibited complex colony architecture. In contrast, strains carrying mutations known to affect biofilm formation (deletion of *ymdB*, the *epsA-O* operon or *tasA*) did not form complex colonies. Again, this result is in agreement with previous reports (Diethmaier et al., 2011; Gerwig et al., 2014). Deletion of the individual phosphodiesterase genes *gdpP* or *pgpH* did not affect colony architecture. The simultaneous deletion of both phosphodiesterase genes, however, resulted in loss of complex colony formation. Thus, the biofilm formation of the mutants faithfully reflects the expression of the biofilm genes: the single *gdpP* and *pgpH* mutants express the biofilm genes and form complex colonies, whereas both biofilm gene expression and complex colony formation are lost in the double mutant.

**FIGURE 2:**
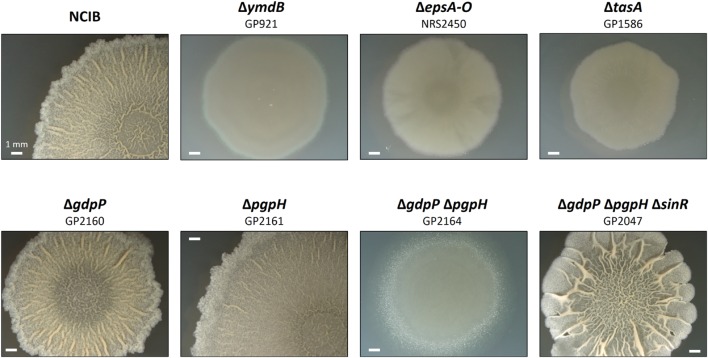
**Effect of phosphodiesterase deletion on biofilm formation.** Colony surface architectures of individual colonies grown on MSgg medium are shown. The colonies were filmed (stereomicroscope) after incubation for 3 days at 30°C. The wild type and mutant strains are as indicated.

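Outside the *epsA-O* and *tapA-sipW-tasA* operons and *slrR*, 3 genes on a list of 16 regulators and other genes of biofilm formation were called. Over the arrays, 689 of 4284 genes were called. On the list 12 had an unadjusted p under 0.05, 5 of them higher and 7 lower, beside 2957 of all 4284 genes. *bslA*, which encodes the hydrophobin that coats the biofilm, was 3.20-fold lower (log2 fold change -1.68, standard error 0.098, adjusted p = 1.46e-04 from limma), *degQ* was 3.37-fold lower (log2 fold change -1.75, standard error 0.18, adjusted p = 6.67e-04), and *abrB*, a repressor gene of the transition state, was 2.54-fold lower (log2 fold change -1.34, standard error 0.058, adjusted p = 7.45e-05). *abrB* was picked out after its value was seen, and its call was lost with normexp and loess (log2 fold change -1.32) and without mutant replicate 1 (-1.31), which left 2 lower genes on the list. The other 13 genes were not called (3 lower genes adjusted over the list alone, camera adjusted p = 0.199). *sinR* (BSU24610), the gene of the repressor, had a log2 ratio to the pool of -0.06 ± 0.020 in the wild type and 0.07 ± 0.067 in the mutant (mean ± SD, n = 3 cultures each), a log2 fold change of 0.14 (standard error 0.054, adjusted p = 0.0687). *sinI*, the gene of the SinR antagonist, and *spo0A*, the gene of the regulator that activates *sinI*, both had a log2 fold change of -0.75 (standard errors 0.12 and 0.074, adjusted p = 0.00297 and 5.77e-04), which is below the fold threshold. Within slides 1 and 2, *sinI* had -0.92 and -0.42, *spo0A* -0.78 and -0.70, and *sinR* 0.09 and 0.22. Among other genes that act on biofilm formation, *ymdB*, *rny* and *degU* had log2 fold changes of 0.17, 0.27 and -0.26 (adjusted p = 0.0259, 0.0107 and 0.00523 from limma), while *ptkA* at -0.17 and *remA* at 0.05 did not pass (adjusted p = 0.0683 and 0.656), and the sign of *remA* turned with median centring and without wild type replicate 3. The median of the list was -0.06 within slide 1 and -0.07 within slide 2.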

All biofilm genes that were found to be affected by the accumulation of c-di-AMP in this study are also members of the SinR regulon^1^ (see Chu et al., 2006; Michna et al., 2016). Therefore, it seemed possible that c-di-AMP exerts its regulatory effect on biofilm formation via the master regulator SinR. If this were the case, one would expect suppression of the defective biofilm formation by the inactivation of the *sinR* gene in the *gdpP pgpH* double mutant. Such a strain (GP2047) was constructed by phage transduction, and assayed for colony architecture. As shown in **Figure 2**, the deletion of *sinR* did indeed restore biofilm formation in a strain that accumulates c-di-AMP. These data demonstrate that c-di-AMP accumulation results in constitutive repression of biofilm genes by SinR.

The increased repression of the SinR regulon upon c-di-AMP accumulation might result either from an increase in the cellular amounts of the SinR protein or from a larger fraction of the SinR protein pool that is available for transcription repression. To distinguish between these two possibilities, we determined the cellular amounts of the SinR protein in the wild type strain and the relevant mutant strains. For this purpose, the bacteria were cultivated to the mid-exponential phase in minimal medium supplemented with glutamate, and the SinR amounts were assayed by Western blots using antibodies raised against the *B. subtilis* SinR protein. As shown in **Figure 3**, the levels of SinR protein were not significantly affected by the deletions of the phosphodiesterase genes. Even the double mutant did not exhibit increased levels of SinR protein. These data suggest that c-di-AMP accumulation affects the activity of SinR rather than its cellular amounts (see Discussion).

**FIGURE 3:**
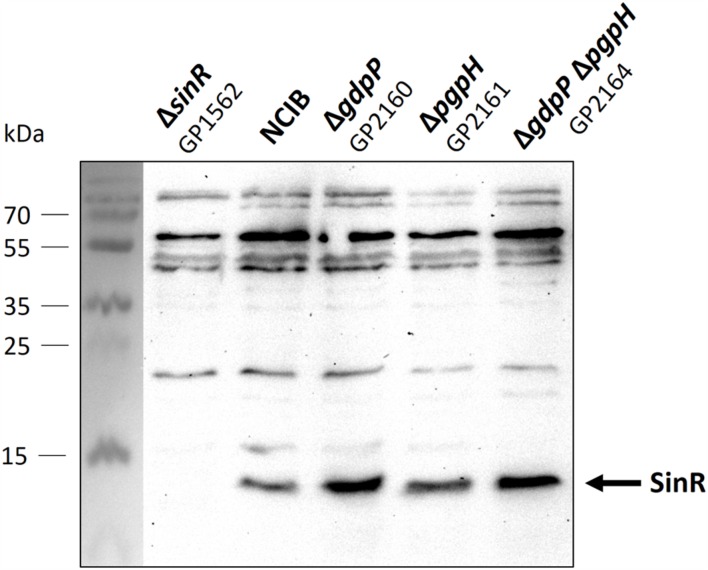
**Analysis of SinR protein levels in *Bacillus subtilis* NCIB3610 wild type and mutant strains.** Cells were grown in minimal medium supplemented with glutamate to mid exponential growth phase. Twenty microgram protein were separated using an SDS-polyacrylamide gel. Proteins were transferred to a PVDF membrane with standard Western blot technique and analyzed with antibodies raised against SinR. Strain GP1562 is a *sinR* mutant.

## Discussion

c-di-AMP is an essential second messenger in *B. subtilis*, and the nucleotide was shown to be involved in a variety of biological processes such as cell wall metabolism and cell division, potassium uptake, central metabolism, and spore germination (see Commichau et al., 2015, for review). To extend our knowledge on the function(s) of c-di-AMP in *B. subtilis*, we have analyzed the global transcription pattern of a strain accumulating the nucleotide. Our results show that c-di-AMP accumulation affects the expression levels of a large number of genes, among them many sporulation genes and the genes required for biofilm formation. We have shown previously, that c-di-AMP formation by the sporulation-specific diadenylate cyclase CdaS is necessary for effective spore germination (Mehne et al., 2014). The observed effect on the expression of mother cell specific sporulation genes might reflect a specific role of c-di-AMP in sporulation-specific gene expression. This will be subject to further analysis.

Biofilm formation is a lifestyle of *B. subtilis* and many other bacteria that is subject to complex regulation. In *B. subtilis*, not only the master regulator SinR and its antagonists SinI and SlrR are involved in the control of biofilm gene expression, but also other factors. Among these are transcription factors like RemA and DegU, the phosphorelay that controls the phosphorylation state of the transcription regulator Spo0A, and the tyrosine protein kinases PtkA and EpsB (Kiley and Stanley-Wall, 2010; Vlamakis et al., 2013; Winkelman et al., 2013; Elsholz et al., 2014; Gerwig et al., 2014). More recently, control of the *sinR* mRNA stability by the endoribonuclease RNase Y was discovered as an additional important factor in the regulation of biofilm formation (Lehnik-Habrink et al., 2011; DeLoughery et al., 2016; Ogura, 2016). Finally, a phosphodiesterase, YmdB, is absolutely required for the expression of biofilm genes (Diethmaier et al., 2011).

With this study, we have extended the list of regulatory factors involved in controlling biofilm formation by the second messenger cyclic di-AMP. While c-di-GMP is known to be involved in the choice of lifestyles in many bacteria (Hengge, 2009; Römling et al., 2013), little is known about such a role of c-di-AMP. The investigation of functional roles of c-di-AMP is hampered by the fact that this molecule is both essential and toxic. Interestingly, there are very recent reports that implicate c-di-AMP in biofilm formation in the oral pathogen *Streptococcus mutans*. In this Gram-positive bacterium, c-di-AMP accumulation promotes biofilm formation (Peng et al., 2016). However, another study demonstrated that lack of c-di-AMP in *S. mutans* resulted in increased production of extracellular polysaccharides (Cheng et al., 2016). Clearly, further research is required to get the full picture of the role of c-di-AMP in *S. mutans* biofilm formation. Interestingly, the experiments with mutants lacking c-di-AMP-specific phosphodiesterases reported for *S. mutans* (Peng et al., 2016) and *B. subtilis* (this study) are contradictory. However, the specific regulation of biofilm formation in the two species differs strongly. While SinR is the master regulator in *B. subtilis*, this protein is not present in *S. mutans* or other streptococci. In contrast, c-di-AMP mediated signal transduction in biofilm formation in *S. mutans* involves the transcription factor VicR (Senadheera et al., 2005; Peng et al., 2016).

A major question to understand the role of c-di-AMP in the regulation of biofilm formation in *B. subtilis* is its relation to the master regulator SinR. In principle, c-di-AMP could act in the signaling chain upstream or downstream of SinR, or it could be part of a parallel regulatory pathway. Regulatory factors such as the response regulators DegU and Spo0A as well as the phosphodiesterase YmdB and the RNase Y act all upstream of SinR, i.e., they control the accumulation and/or the activity state of the SinR protein (Vlamakis et al., 2013; Diethmaier et al., 2014; DeLoughery et al., 2016). In contrast, the transcriptional activator RemA or the protein kinases PtkA and EpsB act independent of SinR (Kiley and Stanley-Wall, 2010; Winkelman et al., 2013). Two sets of experiments suggest that c-di-AMP accumulation in *B. subtilis* affects the activity of SinR: First, deletion of the *sinR* gene restores biofilm formation of the phosphodiesterase double mutant. Thus c-di-AMP acts in the same signaling chain as SinR, and the second messenger must be positioned upstream of SinR in this pathway. Second, c-di-AMP accumulation does not affect the cellular concentration of SinR, suggesting that the nucleotide might interfere with the interaction of SinR with its antagonists or affect SinR activity by a yet unknown mechanism. The control of transcription factors by second messengers is not unprecedented: a classical example is the control of carbon catabolite repression in enteric bacteria by the binding of cyclic AMP to its receptor protein Crp (Görke and Stülke, 2008), more recently activation of the *Streptomyces venezuelae* transcriptional regulator BldD was reported (Tschowri et al., 2014). Moreover, cyclic di-AMP was found to control the activity of the regulator protein DarR of *Mycobacterium smegmatis* (Zhang et al., 2013).

Very recently, glutamate and potassium homeostasis were implicated in the control of biofilm development in *B. subtilis* (Liu et al., 2015; Prindle et al., 2015). In *B. subtilis*, potassium uptake seems to be a major target of c-di-AMP-mediated signal transduction, and c-di-AMP accumulation is controlled by the nitrogen source (Commichau et al., 2015; Gundlach et al., 2015b). All these observations suggest the existence of an intricate network involving potassium homeostasis, nitrogen acquisition, and c-di-AMP signaling to regulate biofilm formation. Future work will have to identify the molecular mechanism(s) by which c-di-AMP controls SinR activity and thus biofilm formation in *B. subtilis*.

## Author Contributions

JG, UM, and JS designed the experiments. JG, HR, CH, and UM performed the experiments. JG, UM, and JS wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://subtiwiki.uni-goettingen.de/wiki/index.php/SinR_regulon

## Supplementary Material

**TABLE S1 | Results of the transcriptome analysis.**

How the deposited data were processed for this re-analysis (not part of the article)

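RNA levels were measured in 3 cultures of the laboratory wild type and 3 of the *gdpP pgpH* mutant GP2040 of *B. subtilis*, grown in Spizizen minimal medium with glutamate to an OD600 of 0.5, on 6 Agilent 2-colour arrays. The methods give 3 independent biological replicates. Samples were labeled with Cy5 and a pool of all 6 RNAs with Cy3, and no dyes were swapped. Samples were mapped to strain and replicate from the submitters' labels and the methods.

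The authors deposited the scanner output of each array, made by Feature Extraction (version 10.5 in the methods and in the submitters' processing notes, 11.5.1.1 in the file headers). The intensity of both channels is deposited for each spot, raw, as local background and after the software's background correction and dye normalization. The log10 of the corrected Cy5 over Cy3 signal is deposited as well, made by the authors with the same software, which limits it to between -4 and 4. In the deposited files the log10 value was exactly 0 for 452 to 1142 probes per array, which pulls genes near background toward no change. The authors also deposited a table of gene-level ratios (linear Cy5 over Cy3), which the methods describe as the median of the individual probe ratios. Medians computed from the scanner files differed from that table by at most 5.01e-05 when taken over linear ratios.

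From the scanner files, 1417 control spots per array and between 24 and 198 spots marked as non-uniform or population outliers were left out, the log10 ratios were multiplied by the log2 of 10, and the median over a gene's probes was taken. There was no scaling between arrays. Feature Extraction names 4284 genes (4230 with a BSU number for a protein or RNA gene and 54 further RNA genes) and 1571 RNA segments. The segments were tested in a fit of all 5855 features together, and the genes in a fit of their own. Of the genes, 66 had 1 probe. Names in the files were compared with a table of RefSeq genes of assembly ASM904v1, which held 4226 of the 4284 genes and gave 3517 of them the symbol of the files. The files name no genome build. Of the probes of matched genes, 99.95% lay inside their gene in that assembly, and positions were used only for neighbouring genes and for distances.

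The mutant was compared with the wild type by limma (lmFit and eBayes, version 3.58.1 in R 4.3.3), with Benjamini-Hochberg adjustment over the 4284 genes and calls at an adjusted p under 0.05 and at least 2.5-fold, the thresholds of the methods. The methods name Genedata Analyst as the software and the paper's text does not name the test. Standard errors and adjusted p are from limma throughout. In 33 genes no probe was well above background in Cy5 only in the mutant, in 11 only in the wild type and in 25 in both. Of the called genes, 188 lower and 37 higher ones had a mean Cy5 signal in the dimmer strain under the mean of its arrays' lowest signals well above background, and a fold of these is given only as a bound, computed from the Cy5 signals after the software's dye normalization and Aquantile normalization between arrays in limma: the mean signal of the brighter strain over that of the dimmer strain, in which probes below the lowest signal well above background on their array were set to it. The bound lay below 2.5-fold for 25 of the lower and 19 of the higher genes. The bound depends on this processing. With normexp and loess the fitted fold lay below the bound for each gene named by rule, as set out below, that has one. These include *cotG*, *gerQ*, *spoIIID*, *pgpH* and *glnH*. Others are *cotJA* at 116-fold against 143-fold, *glnQ* at 18.7-fold against 34.7-fold and *xpf* at 1.55-fold against 3.08-fold. For *yvrJ* the bound of 13.9-fold lay above the fitted log2 fold change of 3.01. Between 15.5 and 20.5 times the local background was the median Cy5 signal of the probes. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

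There were 25 gene lists, written from textbook knowledge after reading the paper and Table S1 and before the data were examined: the SinR-controlled biofilm genes, biofilm regulators, *fla-che* operon, SigD regulon outside it, SigE, SigK, SigF and SigG genes, sporulation initiation, SigB, SigO, competence, ribosomal proteins, PBSX, SPβ, the skin element, bacteriocins and cannibalism, multidrug transport and antibiotic response, glutamate and nitrogen, central carbon metabolism, envelope stress and WalR, secreted proteases and DegU targets, c-di-AMP and potassium, and the neighbours of *gdpP* and of *pgpH*. The symbols of 10 genes, which fit more than 1 gene of the files or another name, were assigned to a gene by hand when the lists were matched to the files. For each list, calls were counted over all genes and adjusted over the list alone, and its shift was tested with camera at a preset correlation of 0.01 and at an estimated one, adjusted over the 25 lists. Lists with an adjusted p of 0.406 at the estimated correlation share it through the adjustment. Their unadjusted p from camera ran from 0.054 for the SinR list to 0.227 for the SigF list. Strongly reduced genes, at least 10-fold lower, were tested for membership of lists by Fisher's exact test. The genes named by rule were every measured gene that the paper's text names, the 10 called genes with the largest increase and the 10 with the largest decrease whose replicates did not overlap and which had a probe above background in both strains, up to 2 genes with the largest increase and 2 with the largest decrease of each list, and the 3 neighbours on each side of the deleted genes, 103 genes in all. Further genes, named to complete small counts, were chosen after their values were seen.

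The fit was tested on simulated data with the means and spreads of 4283 genes of this comparison. Of 50 genes each changed 2-fold, 3-fold, 5-fold and 10-fold, 0, 44, 48 and 49 were called, with 1 false call and with 0 of 20 unchanged lists called. A change of 2-fold lies under the fold threshold. The noise was drawn independently for each gene and the unchanged lists held random genes. The simulation therefore cannot show how often lists of correlated genes are called falsely, and the estimated correlation was 0.65 for the SinR list and 0.98 for *fla-che*. The slide is known from the files and was used as a block and for comparisons within each slide. The block moved no log2 fold change by more than 0.0057. Each slide held equal numbers of arrays of both strains, so the block could hardly move a fold change. The small shift therefore cannot show whether the slides agree. Alternatives set before the data were examined were normexp background correction with an offset of 50 and loess, the deposited gene table, the mean over probes, a filter on probes well above background, outlier spots kept, median centring, variances without moderation, the slide block, the replicate numbers as a block, each array left out, other fold thresholds and the estimated correlation. All features tested together was added after seeing the data.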

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

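The test of the strand opposite a changed gene was chosen after some of the values were seen, and the test of distance to a changed gene before. Beside genes, the arrays measure RNA segments outside the annotated genes, which the paper does not report on. Of 1571 segments, 250 differed between the strains at the thresholds used for genes, 112 higher and 138 lower in the mutant (limma, adjusted over genes and segments together). The segment with the largest increase among those with no changed neighbour within 100 bases on the same strand (log2 fold change 4.80, standard error 0.17, adjusted p = 6.66e-05) lies 132 bases from *yrzI*, a gene of the largest increases. Another lies on the strand opposite *yocH* and rose by a log2 fold change of 2.39 (standard error 0.14), beside 2.33 for *yocH*; these segments were picked out after their values were seen.

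A candidate explanation for most of these calls is that a segment belongs to the transcript of a neighbouring gene that changed. Of the 250 segments, 59.2% lay within 100 bases of a gene on the same strand that was called in the same direction, against 4.77% of the segments not called (Fisher's exact test, two-sided p = 1.50e-87). Of the other 102, 13 (12.7%) lay opposite a gene called in the same direction, against 2.95% of the segments not called, a share that labeling of the opposite strand could give and that antisense transcripts controlled with the gene could give as well. The remaining 89 had neither neighbour, and no explanation was tested for them. A biological explanation, transcripts of their own that respond to the mutations, stays open for all 250.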

How the results depend on the processing

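The alternatives were set before the data were examined, except that all features were tested together. Of the 689 genes, 508 were called under each of these settings. The number of changed genes lay between 552 (normexp and loess, 542 of them among the 689) and 692 (mean over probes) under the other settings of processing, and between 632 (without wild type replicate 2) and 758 (without wild type replicate 3) when arrays were left out. Higher genes numbered 123 with normexp and loess, 386 at 2-fold and 1702 without a fold threshold. With genes and RNA segments tested together 327 features were higher, and 112 of these were the segments, whose calls come from this same fit. Without a fold threshold 2813 genes changed, 1111 of them lower. The median of all genes was 0.12 and became 0.02 with median centring, a shift of 0.10 on the log2 scale; higher genes made up 31.2% of the calls, 27.9% after centring and 22.3% with normexp and loess.

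Of the 83 called among the named genes, 73 were called throughout. *yosA*, *cdaS*, *pgsE*, *rocG*, *xpf*, *yjzJ*, *yqaS* and *mreBH* lost the fold threshold with normexp and loess, *rocA* there, with median centring and without wild type replicate 2, and *yqcI* lost the adjusted p without moderation (0.0569) and without any single array but wild type replicate 3, with log2 fold changes of -1.67 to -2.19; normexp with an offset lowers the ratio of dim probes by construction. Genes near 0 turned negative: *ktrC* with median centring (-0.096), with normexp and loess (-0.0020) and without some single arrays, which gave values between -0.028 and 0.050; *remA* with centring (-0.054) and between -0.013 and 0.12 without single arrays; *yycA* with centring (-0.0096), with normexp and loess (-0.18) and between -0.068 and 0.26 without single arrays; the cause was not tested. The list shifts of SigE, SigK, SinR and SigD genes had an adjusted p of 0.406 with an estimated correlation and that of *fla-che* 0.481, and 36 strongly reduced genes were on the mother-cell lists with normexp and loess. Without single arrays this number lay between 55 and 72.

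The replicate numbers did not pair the samples (deviations of same-numbered arrays correlated at 0.033, -0.038 and 0.066). With the numbers as a block 686 genes were called, 215 higher and 471 lower, and not every array correlated best with its own number.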

Differences from the paper's values

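For *ykzV*, the paper's Table S1 gives a ratio of mutant to wild type of 0.115, and the value here was 0.0618 (log2 fold change -4.02, standard error 0.25, adjusted p = 1.68e-04 from limma). With the deposited gene-level table the value was 0.115, and with normexp and loess 0.0997, both within 1.5 times of the paper's value. The deposited table takes the median over linear probe ratios (medians over linear ratios of the scanner files differ from it by at most 5.01e-05), whereas here the median over the gene's 2 probes was taken on the log scale, so the choice of scale closes the gap. The other alternatives set before the data were examined (mean over probes, the filter on dim probes, outlier spots kept, median centring, no moderation, replicate block, slide block and each array left out) gave values from 0.0527 to 0.0733 and did not reach it.

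Table S1 lists *pucD*, *yxbC*, *xkdU* and *yxeM* as changed, and they were not called here because they lay under 2.5-fold, as do the paper's own ratios of 0.404, 2.498, 2.497 and 2.46. The values here were 0.403, 2.498, 2.497 and 2.46. All 4 were called at 2-fold and without a fold threshold. *pucD* was also called with median centring, *yxbC* with the mean over probes and with normexp and loess, *pucD*, *xkdU* and *yxeM* without wild type replicate 3, *yxbC* without wild type replicate 1 or 2, *pucD* and *xkdU* without mutant replicate 1, *yxeM* without mutant replicate 2, *yxbC* and *xkdU* without mutant replicate 3, and *pucD* and *xkdU* within slide 1.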

Other observations

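The tests of the splits, of the slide and of both explanations for the sporulation genes were chosen after the result was seen, while those of the deleted genes and of the sporulation lists in wild type replicate 3 were set before. Genes of nitrogen and carbon metabolism changed in part. Of 32 genes of glutamate and nitrogen metabolism, 6 were lower and 2 higher (6 and 2 adjusted over the list alone, camera adjusted p = 0.221). The lower genes were the glutamine transporter genes *glnH* (at least 45.9-fold), *glnQ* (at least 34.7-fold), *glnP* (at least 8.63-fold) and *glnM* (at least 9.23-fold), an operon that Table S1 lists with SigE and TnrA as regulators, and the glutamate synthase genes *gltA* (-1.70 on the log2 scale) and *gltB* (-1.49), and the higher ones *rocG* (1.54) and *rocA* (1.36), neither of which was called with normexp and loess. Of 30 genes of central carbon metabolism, *gapB* (-2.39) and *pckA* (-2.34) were lower, none was higher (2 adjusted over the list alone) and the list was not shifted (camera adjusted p = 0.251). Of 15 genes of secreted proteases and DegU targets, 4 were higher, *epr* (2.36) and the polyglutamate genes *pgsA*, *pgsC* and *pgsE*, and 5 lower, *bpr* (-2.26), *ispA* (-1.80), *degQ*, *mpr* (-1.40) and *vpr* (-1.36), with 4 and 5 adjusted over the list alone (camera adjusted p = 0.687). The wild type signals of the *pgs* genes were under the lowest signals well above background. They were at least 1.53-fold, at least 1.60-fold and at least 2.67-fold higher, the first 2 bounds being below the fold threshold. With normexp and loess 1 of the 4 higher genes was called, and without wild type replicate 2, 3 of the 5 lower genes. Of 37 genes of envelope stress and the WalR regulon, *mreBH* (2.45), *yocH* (2.33), *bceA* (1.50) and *bceB* (1.47) were higher and none lower (4 adjusted over the list alone, camera adjusted p = 0.00559, adjusted p = 0.578 with an estimated correlation), 1 of them with normexp and loess.

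Mobile elements changed in part. In the SPβ prophage, 22 of 187 genes were higher, *sunA* and *yomK* the most, and *sspC* and *yosA* were lower (22 and 2 adjusted over the list alone, camera adjusted p = 0.172); with normexp and loess 13 were higher and 1 lower, the list median was 0.47 within slide 1 and -0.07 within slide 2, and wild type replicate 3 lay above the other wild type cultures by a median of 0.69. In the skin element 9 of 64 genes were higher, among them *yqbG* (at least 6.75-fold) and *yqaS* (2.33 on the log2 scale), and *yqcI* (at least 2.97-fold) was lower (9 and 1 adjusted over the list alone, camera adjusted p = 0.0747), with 2 higher and 2 lower under normexp and loess. The call of *yqcI* was lost in 5 of the 6 fits without a single array and without moderation. Also among the higher genes of the element were *yqbJ*, *yqbH*, *yqbF*, *yqbE* and *yqbD*, under the lowest signals well above background in the wild type. They were at least 1.52-fold, 1.66-fold, 1.83-fold, 1.94-fold and 2.24-fold higher, bounds below the fold threshold. The same held in SPβ for *ligB* (at least 2.27-fold) and *yorS* (at least 2.47-fold). In the PBSX prophage 7 of 37 genes were higher, among them *xpf* (at least 3.08-fold; 7 adjusted over the list alone, camera adjusted p = 2.09e-09, adjusted p = 0.406 with an estimated correlation), and none with normexp and loess. All 37 had an unadjusted p under 0.05, 36 of them higher, with a list median of 1.06 on the log2 scale. Among the 7, *yjzJ* was not well above background in the wild type and is given only as at least 1.60-fold higher, a bound below the fold threshold. Of 17 genes of c-di-AMP and potassium, the deleted genes and *cdaS* were lower and none was higher (3 adjusted over the list alone, camera adjusted p = 0.172), with *cdaA* at 0.44, *disA* at 0.25, *darA* at 0.17 and *ktrC* at 0.01, the last with its sign turned by centring. None of 25 SigB genes and 25 competence genes was called by limma (0 in each adjusted over the list alone), while 16 and 20 had an unadjusted p under 0.05. Of all 4284 genes, 2957 had such a p. The SigB and competence lists had a camera adjusted p of 0.0249 and 0.00740 (adjusted p = 0.406 and 0.549 with an estimated correlation).

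Next to *pgpH*, *yqfG* and *dgkA* were 9.92-fold and 8.64-fold higher, *yqfD* (-1.76) and *yqfC* (-2.36), both also on the SigE list, were lower, and *cdd* (1.19) and *phoH* (0.30) were not called (2 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.282). *yqfG*, *dgkA* and *cdd* lie downstream of *pgpH* on its strand. A local effect of the resistance gene in its place cannot be told apart there from one of c-di-AMP. Next to *gdpP*, only *cotF* (at least 14.9-fold) was called lower, and *rplI* (-1.26), *yycB* (-0.20), *yycA* (0.09), *yybS* (0.40) and *yyzH* (1.22) were not (1 lower adjusted over the list alone, camera adjusted p = 0.557). *cotF* is also on the SigK list, and its fitted log2 change was -5.84 within slide 1, -2.58 within slide 2 and -5.56 without wild type replicate 3, against -4.75 with all arrays. *rplI* was called lower with median centring (-1.36), without wild type replicate 2 (-1.36) and without mutant replicate 1 (-1.33), and *yyzH* higher without wild type replicate 3 (1.38).

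Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, called 689 genes, and the highest number in the other splits was 0, with at most 88 genes at an unadjusted p under 0.05 in limma, while 10 splits are too few for a share under 0.05. Every other split mixed the strains, so that the strain difference widened the spread within its groups. The 0 therefore cannot show how many calls chance would give.

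Wild type replicate 3 stands apart from the other wild type cultures, with r of 0.53 and 0.45 over all genes where these correlated at 0.94. Its slide argues against itself as the source, since the deviations of wild type replicate 3 and of mutant replicate 3, on the same slide, correlated at 0.066 over genes. Mutant RNA in the sample would lower the deleted genes, and these were not lower there, at 0.11 for *pgpH* and 0.30 for *gdpP* above the mean of the other wild type cultures; a bound of 0.3 on either side had been set before and *gdpP* lies just above it, but the bound was wrong, because this explanation needs the deleted genes to be lower. A candidate explanation is a culture with fewer sporulating cells, because all 4 sporulation lists lay lower, the nearest to 0 being SigF at -0.78. The departure was not limited to sporulation genes. The lists of SPβ, *fla-che* and the SigD regulon outside it lay higher, by medians of 0.69, 0.62 and 0.57. Whether the cultures differed in time, density or medium was not tested.

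The lower sporulation genes may stem from a different share of sporulating cells between the strains. A change limited to mother-cell genes is argued against by the forespore genes, of which 47 of 63 were lower. Their fall cannot tell whether an effect that began in the mother cell lowered them in turn. A smaller share of sporulating cells would lower both groups alike if their genes were active only in such cells. The fitted medians were -2.54 for the forespore and -3.50 for the mother-cell genes. They were -2.39 and -3.06 with genes under the lowest signals well above background in the mutant at their bound (13 of 63 and 50 of 113 at least 10-fold lower). This explanation is not settled by the difference. It stays open because 18 of the forespore and 53 of the mother-cell genes have only such a bound, so that the size of their fall is not known. Of 22 genes of sporulation initiation, 8 were lower and none higher (8 adjusted over the list alone, camera adjusted p = 0.0102, adjusted p = 0.406 with an estimated correlation), among them *spoIIGA* (-3.38), *spoIIE* (-2.13), *sirA* (-1.85), *refZ* (-1.80), *racA* (-1.55) and *kinB* (-1.51), the last 5 picked out after their values were seen. The count also holds *sigE* (-3.17) and the repressor gene *abrB* (-1.34). The call of *abrB* was lost with normexp and loess and without mutant replicate 1. A specific role of c-di-AMP in the expression of sporulation genes, which the paper raises as a possibility, stays open, since the arrays average over all cells of a culture.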
